A study of Mus musculus with 6 samples.

How the data were processed

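RNA was sequenced from primary mouse radial glial cells, the neural progenitors that line the brain ventricles of newborn mice, after serum withdrawal for 6 days to turn them into multiciliated ependymal cells. Per the labels, 3 libraries came from wild-type (WT) cells and 3 from cells of Edf1 knockout mice made by genome editing with Cas9. RNA was extracted with TRIzol and libraries were made with an MGIEasy mRNA kit, per the labels' protocols. The deposited table holds whole-number read counts for 22851 gene symbols, with 1 column per library and no pooling. The labels state no aligner, counting program, genome build, annotation, strandedness or rule for reads that map to several places. The unit was therefore read from the deposited counts themselves, which are whole numbers with a different total in each library. Every column was matched to a sample by its genotype and replicate number. The table had 0 rows that name no gene and 0 columns of per-sample values that were left unused. The table names genes by symbol and carries no coordinates, so no positions are given.

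The counts were analysed as deposited in R 4.3.3. Genes with too few counts were removed with filterByExpr of edgeR 4.0.16, which left 14243 of 22851 genes, and 4913 genes had no count in any library. Library composition was adjusted with TMM factors, which ranged from 0.985 to 1.01. The main test was edgeR's quasi-likelihood test of Edf1 knockout against WT on all 6 libraries with no covariate, with Benjamini-Hochberg adjustment over all tested genes and a threshold of 0.05. Standard errors of log2 fold changes were computed as the fold change divided by the square root of the quasi-likelihood F statistic. Normalised expression is given as CPM on TMM-scaled library sizes, and log2 CPM was computed with a prior count of 2. The total count per library was 13071766 to 28087006. A gene at or under 3 counts in a library was treated as at the floor, which covers counting error only.

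The gene lists, the rule for named genes and all but one of the alternatives were fixed before the data were examined. The lists were written from general knowledge and cover regulators of multiciliation, centriole amplification, the motile cilia axoneme, intraflagellar transport, radial glia and astrocytes, the cell cycle, targets of the stress factor ATF4, immediate early genes, the oligodendrocyte lineage, microglia, neurons, fibroblast, mural and endothelial cells, and sex-linked genes. Lists with at least 5 tested genes were tested with camera of limma 3.58.1, with the correlation between genes preset to 0.01 and Benjamini-Hochberg adjustment over the 12 lists that qualified. The sex-linked list had 4 tested genes and received no set test. The value given for a list is the median log2 fold change of its tested genes. The genes named singly are Edf1, 9 regulators of multiciliation fixed in advance, and the 5 genes with the largest rise and the 5 with the largest fall among genes with an adjusted p-value under 0.05, a mean log2 CPM of at least 1 over the libraries and no overlap between the groups. Any other gene named was chosen after its values were seen. Edf1 itself is among the 5 largest falls.

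The settings varied were DESeq2 size factors in the edgeR fit, library size alone, no filter beyond 1 count, a filter on a mean of 50 counts, DESeq2 1.42.0, limma voom, the replicate number as a block, each library left out in turn, an adjusted p-value under 0.01, camera with an estimated correlation, and fry. A correction for each library's trend with GC content and transcript length was added after the data were seen. It used natural splines with 4 degrees of freedom for each property, and properties came from the GENCODE M21 transcripts by gene symbol. Symbols or their RefSeq synonyms matched for 98.98% of tested genes. For the same transcripts, the share of 31-mers that also occur in another gene's transcript was computed as a measure of reads that could be assigned to a near-identical copy. Exons of the named genes were also compared with those of other genes in the same annotation, because it is not stated whether the counting used strand. Further lists (pituitary, choroid plexus, telencephalon, diencephalon and hypothalamus, midbrain and hindbrain, and hedgehog pathway genes) were written after the largest changes had been seen and are used only in the closing section.

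The fits were tested on simulated counts drawn for the 14243 tested genes with 200 genes changed 2-fold. The main test recovered 91.5% of the changed genes, and 6.63% of its calls were false. With no gene changed the main test called 1 gene. The share of false calls was 4.81% for DESeq2 and 6.67% for limma voom. It was 9.90% with the replicate number as a block and 12.3% without the first WT library. Counts of changed genes from fits of these last kinds may therefore hold more false calls. Camera called 0 of 12 lists in simulated counts without change and 1 of 12 when every second gene of the microglia list was lowered. The simulated genes were drawn independently of each other. These results therefore do not show how camera with the preset correlation behaves for lists whose genes vary together. Replicates of one genotype were compared by chi-square over genes. Every pair differed by more than sampling noise, with a chi-square per degree of freedom of 3.04 to 9.89, so no library was a second copy of another. That the libraries are biological replicates is taken from the labels, and these values do not test it. The labels give both genotypes the replicate numbers 1 to 3 without saying that a number marks a shared litter or day. Some results on single genes, and a test that rests on one of them, are not reported here.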

Results

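To ask which genes depend on Edf1 during the formation of multiciliated ependymal cells, RNA was sequenced from cultured mouse radial glial cells after 6 days of differentiation. Edf1 encodes a small protein known as a transcriptional coactivator and as a factor that binds collided ribosomes. Ependymal cells are the multiciliated cells that line the brain ventricles. The series has 2 genotypes, WT and Edf1 knockout, with 3 libraries each. Total counts were 26466025, 13071766 and 18562498 in WT replicates 1, 2 and 3. They were 16160922, 17932340 and 28087006 in knockout replicates 1, 2 and 3. Between 16086 and 16882 genes had at least 1 count in a library. The 13 mitochondrial protein genes took 3.49% to 3.87% of the counts, and the 10 most abundant genes took 6.61% to 7.11%, with overlapping ranges in the genotypes.

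The libraries separated by genotype. In a principal component analysis of log2 CPM over 14243 tested genes, the first component held 60.7% of the variance and separated the 3 WT from the 3 knockout libraries. The second component held 16.1% and separated WT replicate 2, the library with the lowest total count, from WT replicates 1 and 3. Spearman correlations of the counts across genes between replicates of one genotype were 0.993 to 0.998. The biological coefficient of variation from the common dispersion was 6.49%.

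The targeted gene was examined first. Edf1 had 82.9 ± 2.85 CPM in WT and 11.3 ± 1.72 CPM in the knockout (mean ± SD, n = 3 each), so the knockout level was 13.7% of WT. The raw counts were 2193, 1105 and 1483 in WT and 160, 196 and 373 in the knockout. The log2 fold change was -2.85 (SE 0.091), with an adjusted p-value of 5.46e-09 in edgeR's quasi-likelihood test. The direction matched the label in all 6 libraries. Of the 31-mers in the Edf1 transcript, 23.3% also occur in another annotated gene, and the table does not show where in the gene the remaining knockout reads lie.

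Loss of Edf1 was accompanied by changes in 3833 of 14243 tested genes at an adjusted p-value under 0.05 in edgeR's quasi-likelihood test. Of these, 1804 were higher and 2029 lower in the knockout. The median absolute log2 fold change of the changed genes was 0.40. A change of at least 2-fold was found for 422 genes, of which 182 were higher and 240 lower. The groups did not overlap in log2 CPM for 43.3% of the tested genes, against 10% by chance with 3 libraries in each group. Among the alternatives, the stricter threshold of 0.01 moved the count most, to 2213 genes. The median log2 fold change over all tested genes was 0.0029.

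**Figure D1:**
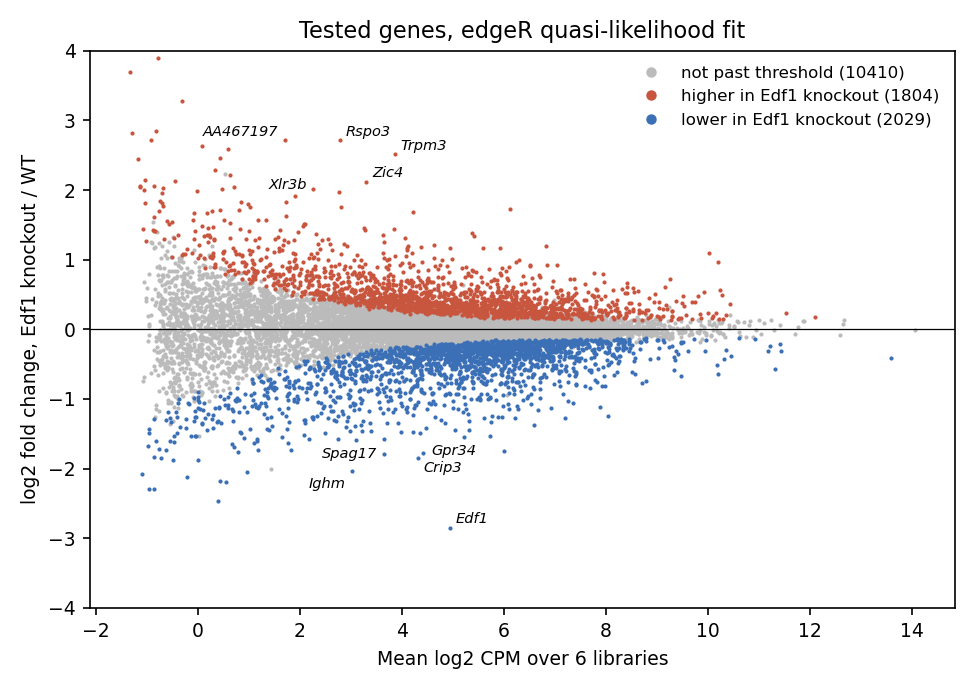
Log2 fold change of Edf1 knockout over WT (vertical axis) against mean log2 CPM over the 6 libraries (horizontal axis, no units) for 14243 genes, with 1 point per gene, coloured where the adjusted p-value was under 0.05. The 1804 higher and 2029 lower genes lie on both sides of 0, Edf1 is the lowest labelled gene, and 3 genes with at most 4 counts in any WT library (Prl, Cga and Sp5) lie above the plotted limit of 4.

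The genes with the largest rises under the selection rule were AA467197, Rspo3, Trpm3, Zic4 and Xlr3b. AA467197 rose from 1.21 ± 0.028 to 7.97 ± 0.54 CPM, a log2 fold change of 2.71 (SE 0.17). Rspo3, which encodes a secreted activator of Wnt signalling, rose from 2.61 ± 0.85 to 17.96 ± 0.94 CPM, a log2 fold change of 2.71 (SE 0.16). The ion channel gene Trpm3 rose from 5.97 ± 0.61 to 34.6 ± 2.97 CPM, and the transcription factor gene Zic4 from 4.65 ± 0.24 to 20.1 ± 1.42 CPM (SD, n = 3 throughout). Their log2 fold changes were 2.52 (SE 0.11) and 2.12 (SE 0.11). Exons of Zic4 overlap those of Zic1 on the opposite strand, so the counts of both are uncertain if strand was not used. The other genes of the Zic family, chosen after their values were seen, were also higher under each of the 3 scalings, from 0.34 for Zic2 to 1.19 for Zic1. Xlr3b had a log2 fold change of 2.02 (SE 0.20), but 97.0% of its 31-mers occur in another gene, so its counts cannot be assigned to this copy with certainty. The adjusted p-values of these 5 genes in edgeR's quasi-likelihood test were at most 1.24e-05.

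The genes with the largest falls after Edf1 were Ighm, Crip3, Spag17 and Gpr34. The immunoglobulin heavy chain gene Ighm fell from 16.5 ± 1.48 to 3.93 ± 0.83 CPM, a log2 fold change of -2.04 (SE 0.15). Crip3 fell from 37.9 ± 4.84 to 10.4 ± 1.78 CPM, a log2 fold change of -1.85 (SE 0.12). Spag17, which encodes a protein of the central pair of motile cilia, fell from 23.1 ± 2.64 to 6.69 ± 0.72 CPM, a log2 fold change of -1.78 (SE 0.12). Its exons overlap those of Wdr3 on the opposite strand, which makes its level uncertain in the same way. The receptor gene Gpr34 fell from 39.5 ± 0.22 to 11.5 ± 1.09 CPM, a log2 fold change of -1.78 (SE 0.085). The adjusted p-values of these 4 genes in edgeR's quasi-likelihood test were at most 1.20e-06.

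Regulators of the multiciliated fate did not change alike. Gmnc, the gene at the start of the programme, had 37.1 ± 2.28 CPM in WT and 32.8 ± 1.95 CPM in the knockout. Its log2 fold change of -0.18 (SE 0.075) did not pass the threshold in edgeR's quasi-likelihood test (adjusted p-value 0.0992). It did pass when WT replicate 2 was left out, at -0.22 with an adjusted p-value of 0.0195, and under the GC and length correction, at -0.28 with 0.00272. Over all alternatives its adjusted p-values by edgeR, DESeq2 or limma were 0.00272 to 0.314. Mcidas, which acts after Gmnc, fell from 47.1 ± 1.86 to 21.5 ± 0.76 CPM, a log2 fold change of -1.13 (SE 0.070, adjusted p-value 4.35e-07 by edgeR). Ccno fell from 96.5 ± 15.6 to 40.2 ± 1.11 CPM, a log2 fold change of -1.25 (SE 0.096). Myb fell from 179 ± 4.99 to 81.6 ± 4.76 CPM, a log2 fold change of -1.13 (SE 0.057). Trp73 fell from 22.7 ± 0.94 to 10.9 ± 0.56 CPM, a log2 fold change of -1.06 (SE 0.086). Deup1, which encodes a component of the structures that amplify centrioles, fell from 228 ± 12.9 to 94.5 ± 6.76 CPM, a log2 fold change of -1.27 (SE 0.064).

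Foxj1, the regulator of motile cilia genes, fell less. It had 788 ± 43.4 CPM in WT and 523 ± 10.3 CPM in the knockout, a log2 fold change of -0.59 (SE 0.049, adjusted p-value 3.41e-06 by edgeR). Rfx2 changed from 54.2 ± 2.56 to 45.96 ± 1.54 CPM, a log2 fold change of -0.24 (SE 0.061, adjusted p-value 0.0128 by edgeR). This call was lost without knockout replicate 2 (-0.23, adjusted p-value 0.0557 by edgeR) and without knockout replicate 3 (-0.21, adjusted p-value 0.0703 by edgeR). Over all alternatives the adjusted p-values of Rfx2 by edgeR, DESeq2 or limma were 0.00108 to 0.0703. Rfx3 did not differ between the genotypes, with 39.7 ± 8.92 CPM in WT and 40.002 ± 4.14 CPM in the knockout (log2 fold change 0.0020, SE 0.13, adjusted p-value 0.992 by edgeR). Its direction changed without WT replicate 2 (-0.14), knockout replicate 1 (-0.0048) or knockout replicate 3 (-0.070).

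**Figure D2:**
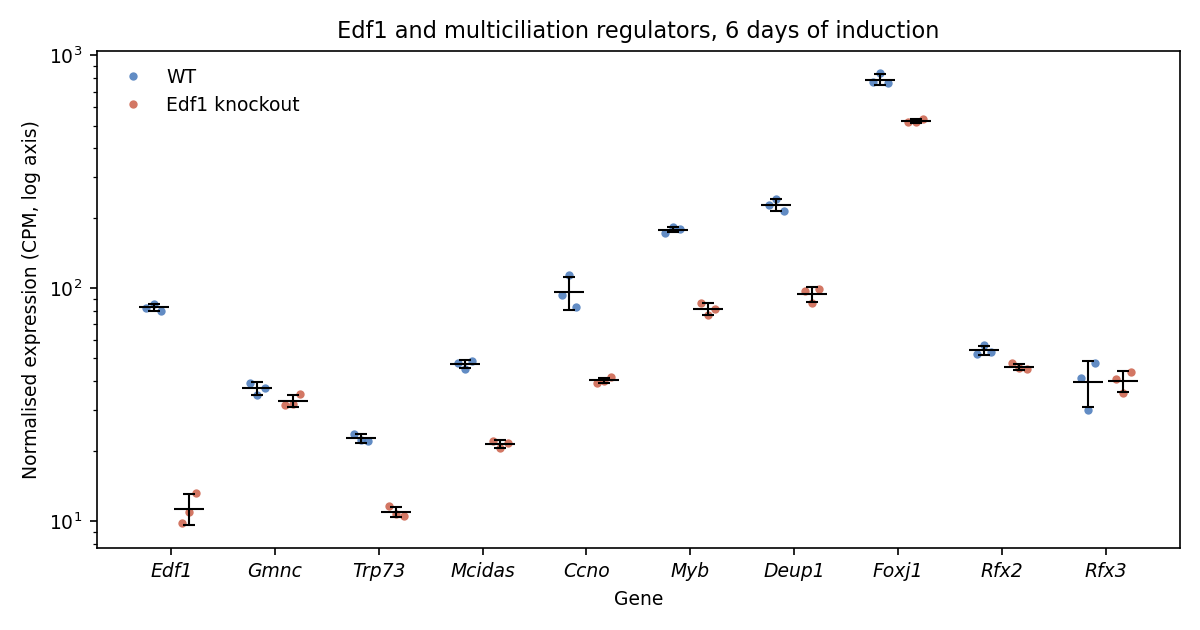
Normalised expression (CPM, log axis) of Edf1 and 9 regulators of multiciliation in each of the 3 WT and 3 Edf1 knockout libraries; points are libraries, and bars give the mean ± SD. Edf1, Trp73, Mcidas, Ccno, Myb, Deup1, Foxj1 and Rfx2 do not overlap between the genotypes, whereas Gmnc and Rfx3 do.

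Whole groups of cilia genes were then compared. In the motile cilia axoneme list, 81 of 82 tested genes had a lower value in the knockout. The median log2 fold change was -0.72, and the adjusted p-value of the list was 3.24e-34 by camera. Of the 82 genes, 73 were called lower over all genes tested, and 77 were called lower when adjusted over the list alone. Only Tekt2 had a higher value (0.046). The centriole amplification list had a median of -0.41 (adjusted p-value 5.95e-09 by camera). In it 16 of 20 genes were called lower and Sfi1 was called higher, and adjusted over the list alone 18 were lower. The intraflagellar transport list had a median of -0.29 (adjusted p-value 2.16e-12 by camera), with 29 of 38 genes called lower, 31 of them adjusted over the list alone. The list of multiciliation regulators had a median of -0.41 (adjusted p-value 7.38e-06 by camera), with 8 of 12 genes called lower and 9 when adjusted over the list alone. Its lowest gene was Foxn4 at -1.31.

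All 8 lists that passed under camera with the preset correlation, these 4 and the cell cycle, immediate early, microglia and fibroblast lists below, also passed under fry. With the correlation estimated from the 6 libraries, no list passed, and the lowest adjusted p-value was 0.0538 by camera. The medians do not depend on that choice.

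**Figure D3:**
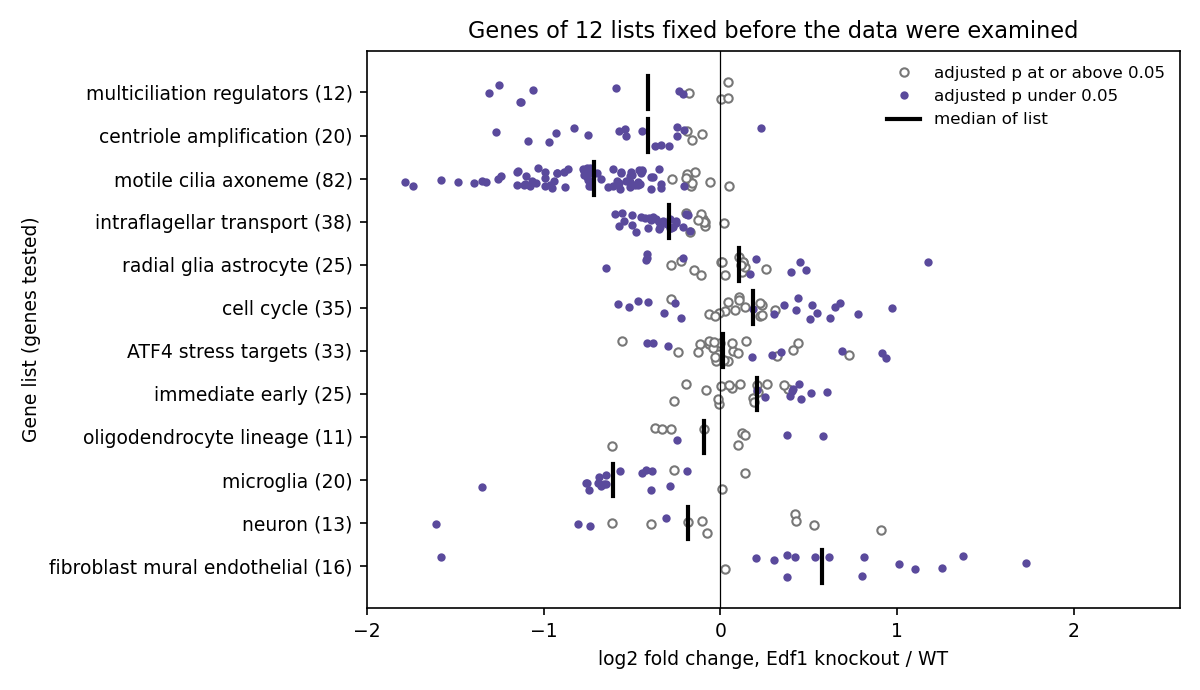
Log2 fold change of Edf1 knockout over WT (horizontal axis) for each tested gene of 12 lists (vertical axis, with the number of genes tested); filled points had an adjusted p-value under 0.05 over all genes tested, and black bars are list medians. Below 0 lie 81 of 82 axoneme, 37 of 38 intraflagellar transport and 18 of 20 microglia genes, with medians of -0.72, -0.29 and -0.61, while the fibroblast, mural and endothelial list has a median of 0.57.

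Radial glia and astrocyte genes, tested together as a single list, did not shift as a group. The radial glia and astrocyte list had a median log2 fold change of 0.10 (adjusted p-value 0.463 by camera), with 6 genes called higher and 5 lower of 25, and 10 higher and 6 lower when adjusted over the list alone. Aldh1a1 had its highest value at 1.17 and S100b its lowest at -0.65. The other genes called higher were Nes (0.40), Tnc (0.45), Fabp7 (0.20), Ptprz1 (0.17) and Aldh1l1 (0.49). The other genes called lower were Gfap (-0.42), Aldoc (-0.41), Apoe (-0.41) and Ntsr2 (-0.21). Radial glia genes were not tested apart from astrocyte genes, so the median of the list does not describe either kind alone. The median fell to 0.028 without WT replicate 2. The cell cycle list was slightly higher, with a median of 0.18 (adjusted p-value 0.0152 by camera). In it 13 of 35 genes were called higher and 7 lower, and adjusted over the list alone 17 were higher and 8 lower. The immediate early list had a median of 0.21 (adjusted p-value 0.00235 by camera), with 9 of 25 genes called higher, both over all genes and adjusted over the list alone. The ATF4 target list did not change as a group (median 0.015, adjusted p-value 0.388 by camera; median 0.052 without WT replicate 2 and 0.00086 without WT replicate 3), with 6 of 33 genes called higher and 3 lower, in both adjustments.

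Markers of other brain cell types moved in different directions. The microglia list was lower in the knockout, with a median log2 fold change of -0.61 (adjusted p-value 4.06e-11 by camera). In it 17 of 20 genes were called lower, and adjusted over the list alone 18 were lower. The list of fibroblast, mural and endothelial genes was higher, with a median of 0.57 (adjusted p-value 2.23e-06 by camera), with 14 of 16 genes called higher and only Flt1 lower, in both adjustments. The endothelial genes Pecam1, Cdh5 and Cldn5 of this list had too few counts to be tested. Without them, the rise of the list cannot be assigned to endothelial cells. Kdr had the highest value of the list (1.73) and Flt1 the lowest (-1.58). Cspg4 is on both this list and the oligodendrocyte lineage list. The neuron list had a median of -0.18 (adjusted p-value 0.0782 by camera), or -0.11 without WT replicate 1, with 4 of 13 genes called lower, and with 4 lower and 1 higher when adjusted over the list alone. The oligodendrocyte lineage list had a median of -0.091 (adjusted p-value 0.600 by camera), which was -0.20 without knockout replicate 2 and 0.10 without knockout replicate 3, with 2 of 11 genes called higher and 1 lower, in both adjustments.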

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

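The GC and length correction and the test of other splits were chosen after the result was seen. The count of changed genes was 3833 in the reported fit. Tightening the threshold to 0.01 lowered it to 2213, of which 965 were higher and 1248 lower in the knockout. Genes changed at least 2-fold fell from 422 to 226 when a mean of 50 counts was required, a filter that removes low genes with large fold changes. The other alternatives kept these counts within 1.5 times. The 6 fits that each left out one library gave 2658 to 4340 changed genes, with the most called without WT replicate 2. Of the 3833 genes, 3812 were also called with DESeq2 size factors, 3439 by DESeq2 itself, 3773 by limma voom and 3498 after the GC and length correction. No gene called in both the reported fit and any of these alternatives changed direction. The share of lower genes among the calls was 52.9%, and over the alternatives that kept the 0.05 threshold it ranged from 49.7% with library size alone to 54.7% without knockout replicate 1.

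Edf1 stayed between -2.99 and -2.76 on the log2 scale over all its alternatives and past the threshold in each. The 4 cilia-related lists, the microglia list and the fibroblast, mural and endothelial list kept their direction in every alternative, and camera with an estimated correlation was the one setting under which they no longer passed. There the medians are the same by construction: -0.41 for multiciliation regulators, -0.41 for centriole amplification, -0.72 for the axoneme, -0.29 for intraflagellar transport, 0.18 for the cell cycle, 0.21 for immediate early genes, -0.61 for microglia and 0.57 for fibroblast, mural and endothelial genes. Their adjusted p-values were 0.0538 to 0.206 by camera, with a correlation estimated from 6 libraries. Under fry, which asks whether the genes of a list changed at all and not whether they changed more than others, the neuron list (-0.18) and the ATF4 target list (0.015) also passed. The neuron list passed as well when a mean of 50 counts was required, with fewer genes and a median of -0.30. The oligodendrocyte list had no stable direction. Camera's direction reversed without the low-count filter, where its median was -0.17, and without WT replicate 2 (-0.13), and its median ran from -0.20 to 0.10 across the 6 fits that each left out one library. The cause was not tested.

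Rfx3 also had no stable direction: its log2 fold change was -0.16 after the GC and length correction and ran from -0.14 to 0.15 across the fits that left out one library. It passed the threshold in none of them. It was below 0 without WT replicate 2, knockout replicate 1 or knockout replicate 3, and the cause was not tested. Gmnc and Rfx2 lie near the threshold, and their calls changed in 2 alternatives each. No other named gene lost its call or changed direction.

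The replicate number as a block gave 4065 changed genes, 3683 of them shared with the reported fit, and changed no call of a list or named gene. The same-numbered WT and knockout libraries deviated from their group means with correlations of only 0.069, 0.060 and 0.037, so the libraries share a number and no pairing was assumed.

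In all splits of the 6 libraries into 3 and 3, 1 of 10 gave as many changed genes as the real one, and that was the real split itself. The other splits gave at most 1 gene. With 10 splits, the share cannot fall under 0.1, so the share alone cannot reach 0.05. That limit comes from the number of splits and not from the edgeR test, which called 1 gene in simulated counts without change. The counts of 3833 and at most 1 gene argue against a random division of the libraries as the source of the calls. They do not tell genotype from any other difference between the groups. Thinning all libraries to the smallest total left 3503 changed genes, within 1.5 times of the 3833.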

Other observations

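The tests of explanations in this part were chosen after the patterns they address had been seen. The pituitary, brain region and hedgehog lists were written then as well. Values from genes, lists and fits fixed in advance are also quoted, such as Gmnc, the Y-linked genes and the fit without WT replicate 2. For the tests of the axoneme list against GC content, length and library size, and of the pituitary and brain region lists without the genes that prompted them, the value of the test had not been seen when it was chosen.

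The hormone genes Prl and Gh were counted in the knockout libraries and in no WT library. Prl had 0 counts in each WT library and 198, 175 and 131 counts in knockout replicates 1, 2 and 3, at least 52.3-fold higher against the floor. Pituitary cells carried into the knockout cultures are a candidate explanation. If so, other pituitary hormones would be present too. Besides Prl and Pomc, the pituitary list has 18 genes in the table. Of these, 2, Gh and Cga, were above the floor in all knockout libraries and at or under it in all WT libraries. Gh had 0 counts in each WT library and 15, 10 and 15 in the knockout. Cga had 1, 2 and 3 counts in WT and 40, 59 and 59 in the knockout. Pomc was present in both genotypes and higher in the knockout, at 139, 286 and 439 counts against 86, 53 and 58. Pcsk1 was also higher in the knockout, at 38, 43 and 41 counts against 19, 7 and 10 (log2 fold change 1.69, adjusted p-value 0.00188 by edgeR). Of the 18, 7 genes were at the floor in all 6 libraries, among them the regulator Pitx1, whose low level excludes nothing. Lhb was lower in the knockout, at 81, 106 and 166 counts against 371, 208 and 256. Lhb, Pcsk1, Chga and Six6 were above the floor in all WT libraries, so 4 of the list's 18 genes are also expressed in these cultures. As a set, 6 tested pituitary genes had a median log2 fold change of 1.83 (adjusted p-value 0.0197 by camera), with 2 of them at the floor in WT. They include Prl and Pomc, which prompted the list, so this value is not separate evidence, and the 4 others are too few for a set test. Prl fell from 12.2 to 4.64 CPM from knockout replicate 1 to 3 while Pomc rose from 8.55 to 15.5 CPM, so the amounts do not follow one fixed mixture. Induction of these genes by loss of Edf1 is not excluded, and RNA from another source handled together with the knockout samples was not tested.

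Genes that mark positions in the brain also differed. Zic4 and Barhl2 were higher in the knockout, with log2 fold changes of 2.12 and 1.80, and a different brain region make-up of the knockout cultures may be the reason. The rest of the diencephalon and hypothalamus list was higher as well, with a median of 0.68 over 12 genes (adjusted p-value 1.10e-05 by camera). All 14 tested genes of the full list had a higher value (median 0.73). The midbrain and hindbrain list was higher too (median 0.73 over 5 genes, adjusted p-value 0.0409 by camera), though its Hox genes were at or near the floor. The telencephalon list did not fall past the threshold, with a median of -0.21 (adjusted p-value 0.187 by camera). Of its 10 tested genes, 7 had a lower and 3 a higher value. Emx1 (-1.12), Dlx2 (-0.74) and Lhx2 (-0.28) were called lower and 0 genes were called higher. The choroid plexus list did not shift (median -0.11, adjusted p-value 0.717 by camera), although it holds Trpm3. A different region and higher expression of these genes in the same cells cannot be told apart here. Meningeal cells were not tested as a source, although the fibroblast, mural and endothelial list rose by a median of 0.57. Six6 is on both the pituitary and the diencephalon list, and Gbx2 is on both region lists. Together with the pituitary hormones, a dissection that differed between the genotypes is a hypothesis that the labels neither state nor rule out.

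Some genes of the hedgehog pathway were higher. The full list had a median log2 fold change of 0.58 (adjusted p-value 0.000283 by camera), and without Gli1, which had been seen when the list was written, 0.49 over 12 genes (adjusted p-value 0.00178 by camera). Gli1 was at 1.69 (SE 0.091), Ptch1 at 0.67 (SE 0.090) and Hhip at 2.03 (SE 0.38), with Hhip at 4 to 28 counts. Smo (-0.058), Cdon (-0.20), Gas1 (0.025) and Boc (0.063) did not pass the threshold. Nkx2-2 of the list is also on the oligodendrocyte list. After the GC and length correction the median of Gli1, Ptch1 and Hhip was still 1.63, which argues against a trend with GC content or length as the cause. Other cells in the cultures may also bring these transcripts, and this was not tested.

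The fall of the axoneme genes was weighed against technical trends. Across all tested genes the log2 fold change rose with transcript length (Spearman rho 0.23, over genes, which are not independent replicates). Removing each library's trend with GC content and length left the axoneme median at -0.65, against -0.72 before, with an adjusted p-value of 4.60e-33 by camera (2.87e-91 to 0.0540 over all alternatives). Thinning to the smallest total left it at -0.70. A lower share of multiciliated cells with all other cell types raised alike is argued against by the marker lists. The microglia median minus the fibroblast, mural and endothelial median was -1.18 (95% interval over resampled genes -1.60 to -0.80). A lower share of multiciliated cells along with other changes in the mixture stays open, as does lower expression per cell in the knockout. A later start of differentiation in the knockout cultures predicts that genes acting early fall less than axoneme genes. Mcidas, Ccno, Myb and Deup1 had a median of -1.19, and the difference from the axoneme median was -0.48. Gmnc, at the start of the programme, was at -0.18 (adjusted p-value 0.0992 by edgeR). The lists of multiciliation regulators and centriole amplification, which hold these genes, both had medians of -0.41, with members on both sides of the axoneme median, such as Foxn4 at -1.31 and Plk4 at -0.83 against E2f5 at 0.045 and Pcm1 at -0.19. A later start stays open, and a single time point does not show which of these genes were past their peak in WT.

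Of the 20 microglia genes, 18 had a lower value in the knockout. Among the abundant ones, Lyz2 was at -0.19 and Ctss at -0.75. The falls were unequal: P2ry12 was at -1.35 (SE 0.092), and C1qa at -0.45 (SE 0.052), while Ptprc was at 0.0086 (SE 0.076) and Cd14 at 0.14 (SE 0.069). A smaller share of microglia with unchanged expression per cell may account for the fall in part, but a shift in microglial state cannot be told apart from it, because the level of these genes in other cells of the culture is not known.

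Some genes had counts that differed several-fold between replicates of one genotype. Sumo2 had 372, 2904 and 3241 counts in WT and 1541, 296 and 2797 in the knockout. Gapdh, often used as a reference gene, had 1869, 52 and 809 counts in WT and 72, 1204 and 134 in the knockout. Of Gapdh's 31-mers, 84.1% occur in another gene, and of Sumo2's, 36.7%. Reads shared between paralogs or pseudogenes are a candidate cause. Among the 20 genes with a mean log2 CPM of at least 5 and the largest spread within genotypes, 17 had a 31-mer share, and 8 of these (47.1%) shared at least 20%, against 13.5% of 6713 other abundant genes (two-sided Fisher's exact test, p = 0.000876). The 20% cut-off is looser than the 50% used next. Gapdh, at a mean log2 CPM of 4.03, was too low to be among the 20 genes. Sharing alone does not bring a large spread. The median SD of log2 CPM within genotypes was 0.077 in 283 genes sharing at least 50% of 31-mers and 0.073 in 2579 genes sharing none, a ratio of 1.05 (one-sided permutation test, p = 0.0774). How the counting assigned such reads is not stated, so a level of Gapdh from this table may not be usable for normalisation.

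WT replicate 2 lay apart from the other WT libraries. Its deviation from them fell with transcript length across genes (Spearman rho -0.49) and rose with GC content (0.27). For comparison, WT replicate 1 against WT replicate 3 gave -0.13 for length, and the knockout libraries gave between -0.12 and 0.18. For GC content the same comparisons gave 0.14, and between -0.093 and 0.18, so the GC value stands out less than the length value. A difference in RNA quality or library preparation may lie behind the trend, and which step differed was not tested. Leaving out this library raised the count of changed genes from 3833 to 4340.

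Mamdc4, which lies next to Edf1 and on the opposite strand in the GENCODE M21 annotation, was higher in the knockout, with a log2 fold change of 1.21 (SE 0.22, adjusted p-value 0.00152 by edgeR). The counts were 66, 20 and 37 in WT and 83, 67 and 156 in the knockout. A change of the whole Edf1 neighbourhood is argued against, because of the 10 genes flanking Edf1 in the table, 9 of them tested, only 1 other was changed, Phpt1 at -0.29 (adjusted p-value 0.00259 by edgeR). Exons of Mamdc4 and Phpt1 overlap in this annotation, so reads may also be split between them. Transcription running from the edited Edf1 allele into Mamdc4 may add such reads if strand was not used in counting. This was not tested.

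All 6 libraries held counts from Y-linked genes, with 736 to 2193 counts of Ddx3y. Of the 4 Y-linked genes tested, Eif2s3y (log2 fold change 0.41, adjusted p-value 0.00607 by edgeR) and Kdm5d (0.18, 0.0353) were higher in the knockout. Ddx3y (0.040, 0.804) and Uty (0.12, 0.263) did not differ.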
